A study of Rattus norvegicus with 6 samples. Its data were reported in "Homocysteine Drives Hippocampal Blood–Brain Barrier Disruption and Cognitive Decline Under Chronic Stress via DNA Hypomethylation of Cav1.2" (2026).

How the data were processed

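DNA methylation was measured in brain microvascular endothelial cells (BMECs) that were sorted by flow cytometry from the hippocampus of rats. Rats of the CUMS group had been exposed to chronic unpredictable mild stress for 8 weeks, and rats of the Ctrl group had not been stressed. Each group held 3 samples, assigned from the sample titles. Per the study's methods, the animals were male Sprague-Dawley rats, and libraries were prepared after enzymatic treatment with TET2, which oxidises methylated cytosine, and APOBEC3A, which deaminates unmethylated cytosine to uracil. A cytosine that was not deaminated is read as methylated, so incomplete deamination raises every measured level. The authors trimmed reads with fastp, aligned them with Bismark, called methylation in the CG, CHG and CHH contexts (H is any base other than G), and compared CUMS with Ctrl using DSS, which models methylated read numbers per cytosine and joins neighbouring cytosines into differentially methylated regions (DMRs).

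The values began with 4 deposited tables. The full list held 160692 regions, of which 145823 were CHH regions. The reduced list held 24869 regions. A check of both lists showed that the reduced list consisted of all CG and CHG regions and of the 10000 CHH regions with the largest absolute areaStat, the region score of DSS. The annotation table assigned 24862 regions of the reduced list to genes, repeats and CpG island features, and the 7 regions without annotation lay on unplaced scaffolds. The last table gave the mean methylation level in 50 bins of the gene body, of the 2000 bp upstream and of the 2000 bp downstream, over all genes. Methylation levels were deposited as a fraction from 0 to 1, with a single value per group in which the authors had combined the samples, and are given here in percent. The areaStat score in the authors' deposited table is the sum of the DSS statistics over the cytosines of a region. It grows with the number of cytosines and was used here only to rank regions. Coordinates are those of the tables, on the mRatBN7.2 assembly that the study's methods name. Gene symbols were those of the annotation table, which gave none for 896 of its 7415 genes. A RefSeq gene table of the GRCr8 assembly was used only to count the genes of a list.

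The tables held no read counts, no coverage, no p-value and no value per sample. The depth behind each level was therefore unknown, no interval could be given for a level, and no difference could be set against the spread between replicates. The planned permutation test on sample values was replaced by a description of the group values. The design had assumed regions with a difference of at least 10 percentage points, the limit that the study's methods state. The smallest difference in the reduced list was 2.00 percentage points, and 7732 regions (31.1%) reached 10 points. The regions as listed were kept as the main setting, because the authors annotated them in that form, and the limit of 10 points was added as an alternative. That choice was made after the tables were seen.

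A region was called hypermethylated when its level was higher in CUMS and hypomethylated when it was lower. Regions were counted by direction and context, and the share of hypermethylated regions was computed for chromosomes 1 to 20. A region counted as a gene body region when it was annotated to at least 1 of 6 features (exon, intron, 5′ untranslated region, 3′ untranslated region, TSS or TES), and was counted once. The direction of promoter and gene body regions was compared with Fisher's exact test (two-sided), and an odds ratio below 1 means that hypomethylation was rarer in promoters. The odds ratio stratified over the 3 contexts was computed with the Mantel-Haenszel method and a 95% interval. Neighbouring regions are not independent, and a region annotated to both kinds entered both counts, so these p-values describe the listed regions and not the variation between rats. Regions of different contexts were joined where they overlapped by at least 1 bp.

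The genes named were set before the data were examined: Cacna1c; the genes that the study measured by PCR or blotting (among them Vcam1, Spp1, Nrcam, Mmp9, Cldn5, Ocln and Tjp1); the 5 hypermethylated and 5 hypomethylated CG regions in a gene with the largest absolute areaStat; and up to 3 regions with the largest absolute areaStat in each of 2 gene lists. The first list held genes whose symbol begins with Cacna1, Cacna2d, Cacnb or Cacng. The second held 17 endothelial junction genes, among them Cldn1, Cldn3, Cldn5, Cldn12, Ocln, Tjp1, Tjp3, F11r, Jam2, Jam3, Cdh5, Pecam1, Esam, Marveld2, Marveld3 and Cgn. Some genes covered by these rules are not reported here by name. Gene lengths of the matching assembly were not used here, so the lists were counted and not compared with random lists of matched length.

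Alternatives covered larger differences, more cytosines, longer regions, single contexts, merging of regions within 1 kb, the part of the regions with areaStat above the median, genes counted once, and other summaries of the gene profile. The computations ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. The stratified test was tested on simulated data with the 24869 regions. With a true odds ratio of 0.5, the median estimate over 200 simulated tables was 0.495, and 93.5% of the 95% intervals held the true value. Without an effect, 4.0% of the tables had a p-value under 0.05. The simulated regions were independent, none was counted in both kinds, and the odds ratio was the same in each context. The listed regions differ in all of these respects. The simulation therefore checks the computation and not the width of the interval for the listed regions. Merging recovered 300 of 300 planted clusters.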

Results

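To examine whether chronic stress alters DNA methylation in the cells that form the blood–brain barrier, the methylomes of hippocampal BMECs were compared between 3 CUMS and 3 Ctrl rats. For each region and each bin of the gene profile, the tables give a single level for CUMS and a single level for Ctrl. No value below therefore carries a replicate error, the depth behind it is unknown, and differences between the groups could not be compared with the spread between rats. Levels, differences and region scores are the authors' values.

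The number of DMRs by direction was determined first. The reduced list comprised 18721 hypermethylated and 6148 hypomethylated regions, and 75.3% of the regions were therefore higher in CUMS. In the CG context, 4682 regions were hypermethylated and 1167 hypomethylated (80.0% hypermethylated). In the CHG context the numbers were 6187 and 2833 (68.6%), and in the CHH context they were 7852 and 2148 (78.5%). Counts depended most on the size of the difference, and a minimum of 30 percentage points left 398 hypermethylated and 184 hypomethylated regions. At a minimum of 10 percentage points, chosen after the tables were seen, 6254 regions were hypermethylated and 1478 hypomethylated. This minimum removed most CHG regions, of which 180 hypermethylated and 101 hypomethylated regions were left. The hypermethylated share exceeded 50% on 20 of 20 autosomes in each of the 3 contexts. In the CG context it ranged from 69.8% on chromosome 13 to 88.7% on chromosome 10.

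**Figure D1:**
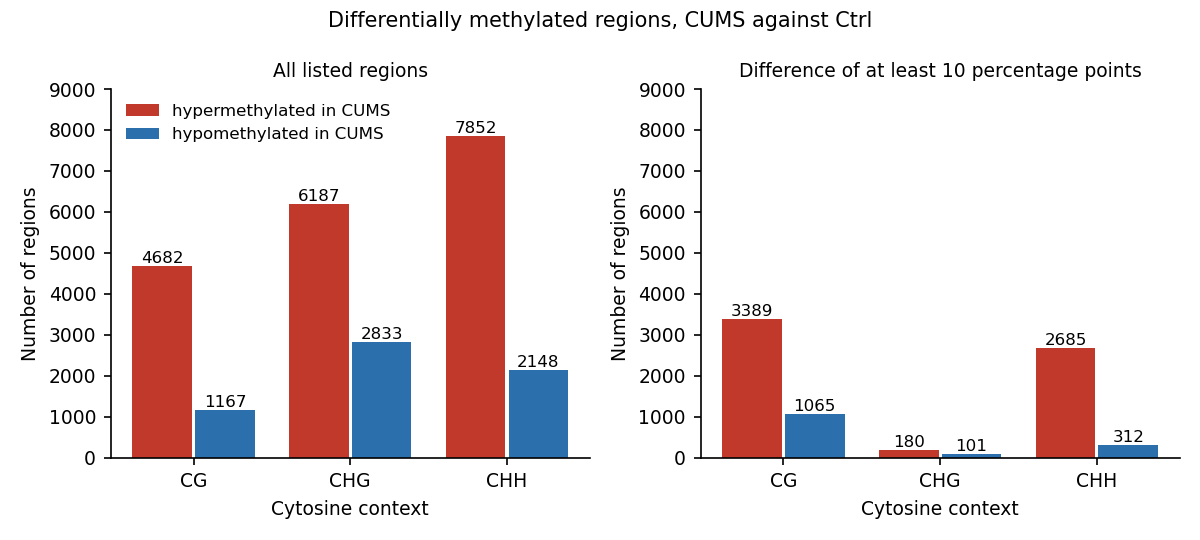
Number of regions (vertical axis) in each cytosine context (horizontal axis) that were hypermethylated (red) or hypomethylated (blue) in CUMS, for all listed regions (left) and for regions with a difference of at least 10 percentage points (right). Hypermethylated regions outnumber hypomethylated ones in each context, and CHG regions fall from 9020 to 281 with the minimum of 10 points.

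The contexts differed in the levels behind these regions. Hypermethylated CG regions had a median level of 25.8% in CUMS and 7.96% in Ctrl. Hypomethylated CG regions had a median level of 58.03% in CUMS and 81.7% in Ctrl, and thus lay in more highly methylated DNA. Hypermethylated CHH regions of the reduced list had a median level of 8.29% in CUMS and 0.207% in Ctrl, and hypomethylated ones 0.166% in CUMS and 5.98% in Ctrl. The CHG regions showed the same contrast at 4.23% against 0.0441% and at 0.0343% against 4.06%. The median difference of CG regions was 15.6 percentage points in size, compared with 4.05 points for CHG and 7.36 points for CHH regions.

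Next, the methylation level in gene bodies was compared between CUMS and Ctrl. The mean CG level over the gene body was 74.4% in CUMS and 73.2% in Ctrl, a difference of 1.21 percentage points. The CHG level was 0.332% in CUMS and 0.314% in Ctrl, and the CHH level was 0.355% in CUMS and 0.329% in Ctrl. The level was higher in CUMS in 50 of 50 bins of the gene body in each context. Averaged over bins, the difference in CG level was larger outside the gene body. In the upstream 2000 bp it was 3.48 percentage points (45.2% in CUMS and 41.8% in Ctrl). In the downstream 2000 bp it was 3.30 points (61.0% and 57.7%). Single bins of the gene body varied, from 4.32 points in the bin next to the upstream flank to 0.870 points in the bin with the smallest difference. Neighbouring bins are averages over the same genes and samples, so their agreement in direction is not independent evidence, and no test was applied.

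**Figure D2:**
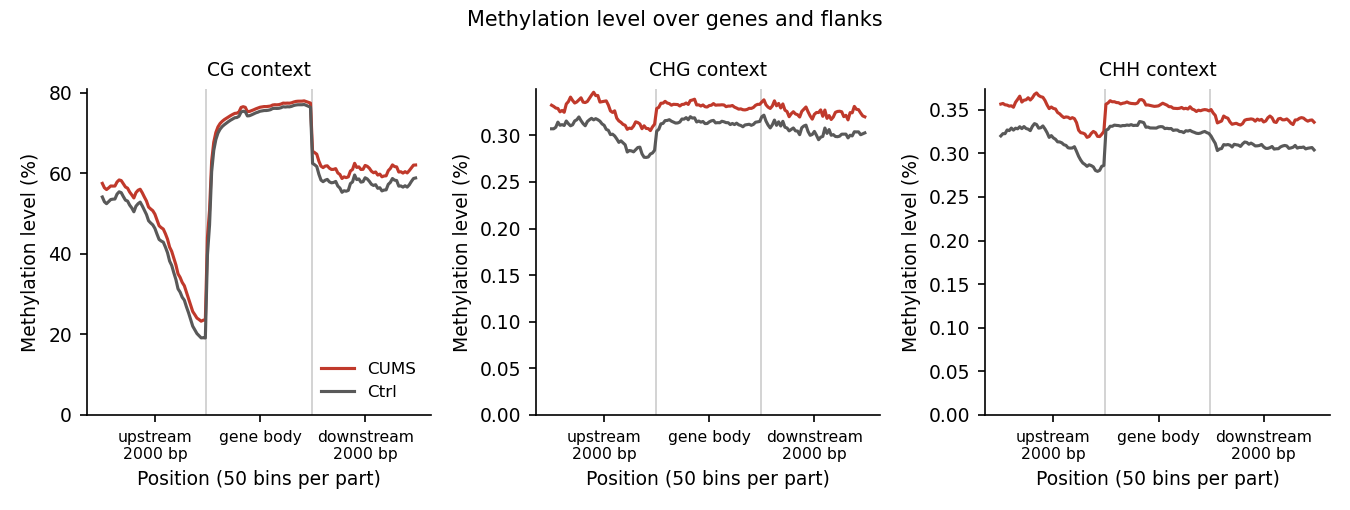
Mean methylation level in percent (vertical axis) of CUMS (red) and Ctrl (grey) over the upstream 2000 bp, the gene body and the downstream 2000 bp of all genes, each in 50 bins (horizontal axis), for the CG, CHG and CHH contexts, whose vertical axes differ. The CUMS line lies above the Ctrl line throughout, by 1.21 percentage points for CG in the gene body and by 3.48 points upstream.

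The study counted DMRs of each direction separately for promoters and gene bodies, and the direction of DMRs in promoters against gene bodies was therefore tested. Promoters held 2030 hypermethylated and 257 hypomethylated regions, and gene bodies held 8766 and 2551. Hypomethylated regions made up 11.2% of promoter regions and 22.5% of gene body regions (odds ratio 0.435, Fisher's exact p = 6.53e-38). The promoter share was lower on 20 of 20 autosomes, with 3.39% to 18.0% in promoters and 14.6% to 27.5% in gene bodies. The difference depended on the context. Among CG regions, 3.13% of promoter regions and 13.5% of gene body regions were hypomethylated (odds ratio 0.208, Fisher's exact p = 1.54e-33). Analysed alone after the tables were seen, CHG regions showed no difference (32.6% and 30.5%, odds ratio 1.10, Fisher's exact p = 0.384), and neither did CHH regions (19.1% and 22.6%, odds ratio 0.809, Fisher's exact p = 0.138). A total of 1342 regions were annotated to both a promoter and a gene body.

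CpG islands were compared with the open sea, the annotation class away from islands, after the tables were seen. Of the CG regions in islands, 2991 were hypermethylated and 92 hypomethylated (2.98%), whereas in the open sea 1507 were hypermethylated and 1019 hypomethylated (40.3%). The odds ratio was 0.0455 (Fisher's exact p = 8.88e-295). CHG regions went the other way, with 37.9% hypomethylated in islands and 31.1% in the open sea (odds ratio 1.35, Fisher's exact p = 0.0116), and CHH regions showed no difference (odds ratio 0.918, Fisher's exact p = 0.876).

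**Figure D3:**
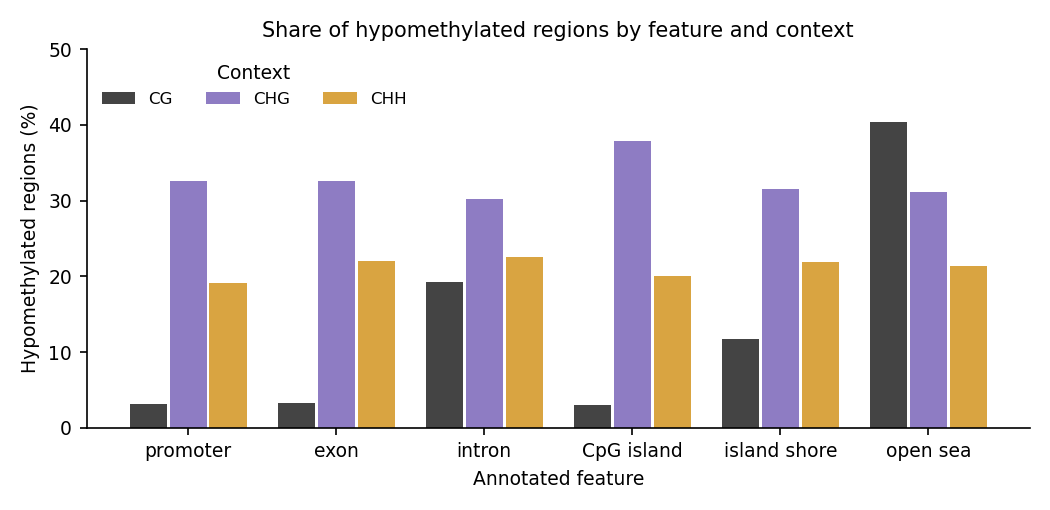
Percentage of regions that were hypomethylated in CUMS (vertical axis) among those annotated to each feature (horizontal axis), for the CG, CHG and CHH contexts. The CG share rises from 2.98% in CpG islands and 3.13% in promoters to 40.3% in the open sea, and the CHH share lies near 20% in each feature shown.

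The study followed up Cacna1c, which encodes the calcium channel Cav1.2, and Cacna1c DMRs were examined individually. The annotation assigned 9 regions to Cacna1c (ENSRNOG00000007090), between 151792918 and 152321278 on chromosome 4 of mRatBN7.2. Of these, 8 were hypermethylated and 1 was hypomethylated. The hypomethylated region was an intronic CHH region of 233 bp with 104 cytosines at 152321046 to 152321278. Its level was 0.113% in CUMS and 6.31% in Ctrl, and it thus fell by 6.20 percentage points. By absolute areaStat in the authors' deposited table it ranked 677 among 857 hypomethylated intronic CHH regions of the reduced list, which lay in 783 genes. By size of difference it ranked 357 among them. These are already the regions with large scores, because the reduced list keeps the CHH regions with the largest absolute areaStat. Among all 51689 hypomethylated CHH regions of the full list, it ranked 1714 by absolute areaStat. Both CG regions of the gene lay in an intron and a CpG island and were hypermethylated. At 152285442 to 152285582 the level was 13.3% in CUMS and 5.81% in Ctrl, and at 152286423 to 152286609 it was 11.5% and 4.94%. The difference was largest in an intronic CHH region at 152297805 to 152298048, with 13.1% in CUMS and 0.145% in Ctrl. This region was also annotated to a repeat. The remaining hypermethylated regions comprised 4 CHG regions and 1 CHH region, 1 of them annotated to an exon and an intron and the others to introns. At a minimum of 10 percentage points 1 hypermethylated region and 0 hypomethylated regions were left. In the full list, the same stretch of 528 kb held 34 hypermethylated and 9 hypomethylated regions.

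**Figure D4:**
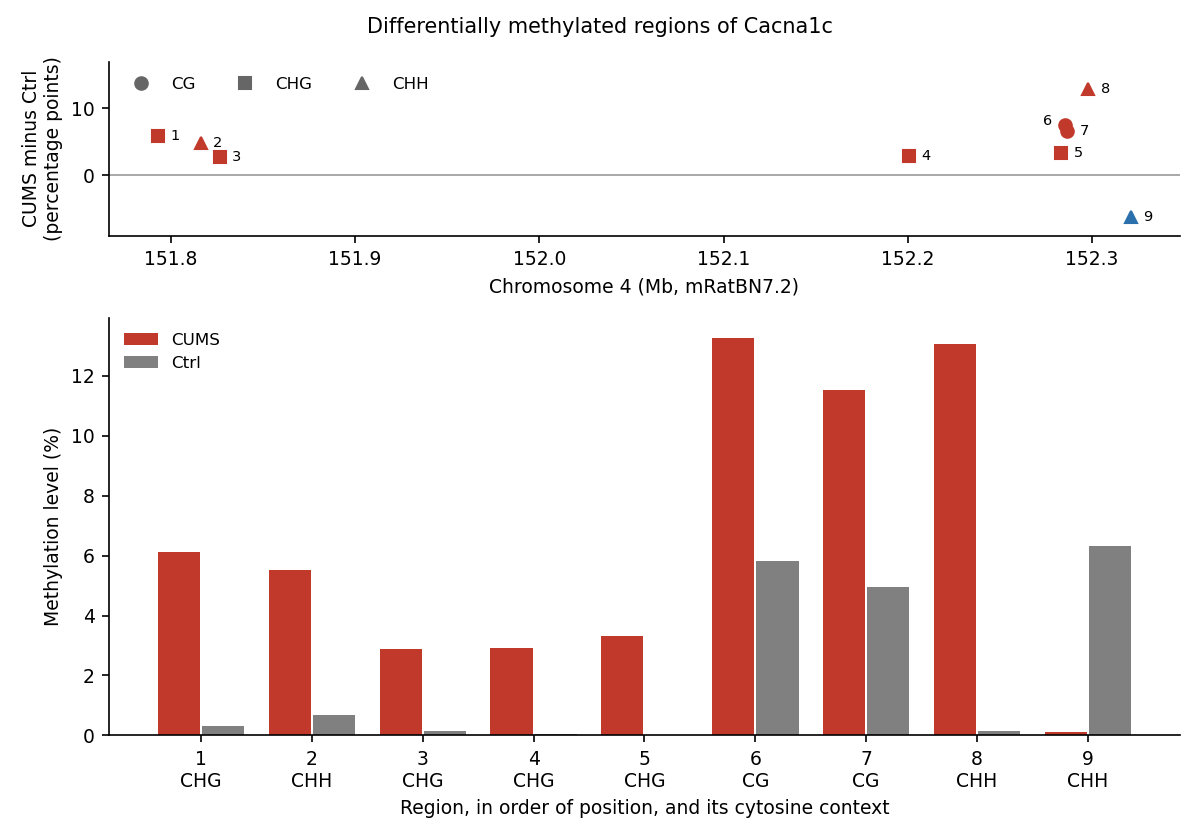
Top, the 9 regions annotated to Cacna1c by position on chromosome 4 in Mb (horizontal axis) and CUMS minus Ctrl level in percentage points (vertical axis), with hypermethylated regions in red, the hypomethylated region in blue and the context given by the marker. Bottom, the methylation level in percent of CUMS (red) and Ctrl (grey) in the same regions in order of position; region 9 is the hypomethylated one, at 0.113% in CUMS and 6.31% in Ctrl.

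Given that the study pointed to calcium signalling, DMRs in voltage-gated calcium channel genes were counted. Of 26 genes in the list, 20 carried at least 1 region, and 7 carried a region of at least 20 percentage points. The regions numbered 55, of which 44 were hypermethylated and 11 hypomethylated. Hypomethylated regions were present in 10 genes, and 1 gene carried hypomethylated regions only. Of the 15 CG regions, 14 were hypermethylated. The regions of the list with the largest absolute areaStat were hypermethylated intronic CHH regions. In Cacnb2 (chromosome 17, 77742067 to 77742392) the level was 17.5% in CUMS and 0.279% in Ctrl. In Cacna1s (chromosome 13, 47534825 to 47535098) it was 11.8% and 0.342%, and in Cacnb4 (chromosome 3, 36948360 to 36948583) it was 13.8% and 0.150%.

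DMRs in endothelial junction genes were counted in the same way, because the study measured tight junction proteins. Of 17 genes, 5 carried a region, and 0 carried a promoter region. The regions numbered 19, of which 16 were hypermethylated and 3 hypomethylated. The largest absolute areaStat belonged to 2 hypermethylated intronic CHH regions in Marveld2 (chromosome 2, 31701242 to 31701713, with 4.03% in CUMS and 0.110% in Ctrl, and 31663357 to 31663705, with 5.52% and 0.195%). Both Marveld2 regions were also annotated to a repeat. Tjp1, which encodes ZO-1, carried 5 hypermethylated regions and 1 hypomethylated region, and its CG region (119094140 to 119094202 on chromosome 1, intron and CpG island) had a level of 16.0% in CUMS and 7.96% in Ctrl. No region was annotated to Cldn5 or Ocln.

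Genes that the study measured by PCR were examined as well. Vcam1, Spp1 and Mmp9 carried 0 regions. Nrcam carried 2 hypermethylated intronic CHH regions on chromosome 6, at 61480583 to 61481003 (4.94% in CUMS and 0.193% in Ctrl) and at 61661646 to 61661882 (6.14% and 0.159%). The latter region was also annotated to a repeat.

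Finally, the CG regions in genes with the largest absolute areaStat were identified. Of the 5 hypermethylated ones, 4 lay in ribosomal RNA genes or in genes on an unplaced scaffold. The first 2 were in ENSRNOG00000065867 on that scaffold, at 65299 to 67176 (30.3% in CUMS and 21.8% in Ctrl) and at 67277 to 68445 (28.0% and 20.2%). A region at 493519 to 495486 on chromosome 4, annotated as 5.8S ribosomal RNA (ENSRNOG00000067251), had 36.8% in CUMS and 13.9% in Ctrl, and a region in ENSRNOG00000047746, on the same scaffold at 71579 to 72357, had 20.8% and 15.7%. Ribosomal genes are repeated in the genome, and reads of repeated or unplaced sequence cannot be assigned to a single locus with certainty, so these levels are uncertain. The remaining region lay at the TSS of Bend4 (ENSRNOG00000053303, chromosome 14, 40752937 to 40753887), within a CpG island, and had 18.1% in CUMS and 5.72% in Ctrl. The 5 hypomethylated regions all lay in an intron and a CpG island. Those in Txndc9 and Traf3 were also annotated to a repeat, so the same caution applies to their levels. The level in Megf11 (chromosome 8, 64911478 to 64911830) was 66.5% in CUMS and 88.2% in Ctrl. It was 65.6% and 90.3% in Txndc9 (chromosome 9, 40212869 to 40213183), and 36.9% and 58.4% in Traf3 (chromosome 6, 130281141 to 130281401). In Atxn7 (chromosome 15, 11184002 to 11184240) it was 58.03% and 86.9%, and in Mctp1 (chromosome 2, 6681592 to 6681866) it was 56.5% and 79.6%.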

Values the study reported

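The study reported 2030 hypermethylated regions in promoters and 11,948 in gene bodies after CUMS. For hypomethylated regions, it reported 257 in promoters and 2890 in gene bodies. Its methods give a minimum of 10% for the absolute difference in mean level and a p-value of at most 0.05 as the criteria for a DMR. Sequencing coverage of the samples was given as 18× to 24×. The fragment of the Cacna1c intron chosen for follow-up was placed at 153,495,067 to 153,495,299 on chromosome 4, after the authors had corrected an initial stretch of 151,764,138 to 152,379,454.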

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

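The test on CHH regions of at least 10% below was chosen after the result was seen. The full list holds 135823 CHH regions that are outside the reduced list, and thus outside the comparisons above except where the full list is named. They are a signal in data that the annotation did not cover. Of these regions, 86282 were hypermethylated and 49541 hypomethylated (63.5% hypermethylated), and their median length was 168 bp. The hypermethylated ones had a median level of 2.91% in CUMS and 0.1602% in Ctrl, and the hypomethylated ones 0.149% in CUMS and 2.83% in Ctrl. In both directions the higher group thus lies a little above the smallest listed difference of 2.00 percentage points, which is the form that a few unconverted DNA fragments in a single group would give.

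Several technical explanations were weighed over all CHH regions of the full list. If single fragments were left unconverted, they would weigh more on chromosome X, which is present in 1 copy in male rats. The median level of the higher group was 2.98% on chromosome X and 2.96% on chromosomes 1 to 20, a ratio of 1.01, where a ratio of at least 1.7 had been set as the prediction. The smallest listed difference pulls both medians together, so the medians cannot decide for levels of a few percent. Regions with a level of at least 10% made up 2.13% of CHH regions on chromosome X and 3.64% on chromosomes 1 to 20. The lower share on chromosome X argues against the number of chromosome copies setting levels of at least 10%. Single unconverted fragments as the source of levels of a few percent remain open.

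A fragment that was left unconverted in every context would carry unconverted CHG cytosines as well. Where a CHG region overlapped a CHH region, the directions matched in 99.8% of 6149 pairs. The median ratio of the CHG to the CHH level in the higher group was 1.21, inside the range near 1 that had been set for such fragments. Of the CHG regions, 68.1% overlapped a CHH region, and in the 168 pairs with a CHH level of at least 10% the median ratio was 0.984. Both values are in line with such fragments. The pairs cover 4.19% of CHH regions, a share that the smaller number of CHG regions (9020 against 145823) keeps low. In the 5128 CHH regions with a level of at least 10%, 3.16% overlapped a CHG region of the same direction, where such fragments had been taken to give at least 50%. This low share goes against the explanation, but it does not exclude it, because the tables give no CHG level for a region without a listed CHG region. For regions of a few percent as for those of at least 10%, fragments unconverted in every context and CHH methylation cannot be told apart, since CHG levels are given only for the pairs.

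The excess of hypermethylated regions might come from a lower depth in CUMS combined with the smallest listed difference, because single reads reach that difference more easily at low depth. The hypermethylated share was 59.4% on chromosome X and 65.0% on chromosomes 1 to 20. The value fell between the predictions for and against, and the levels on chromosome X were not raised as the test had assumed, so the test does not decide. Among CHH regions with a level of at least 10%, away from the smallest listed difference, the hypermethylated share was 81.8%, against 64.6% of all CHH regions in the full list. Fewer reads also make high levels from single fragments more frequent, so this rise does not exclude unequal depth. The mean CHH level over gene bodies was 0.355% in CUMS and 0.329% in Ctrl, and it was higher in CUMS in 50 of 50 bins of the gene body and of each flank. Depth alone is not expected to raise a mean level, so it would not account for this small CHH difference between the groups. The mean includes the listed regions and was not recomputed without them. How much of the excess of regions comes from the difference in mean level and how much from depth cannot be told apart here. The depth of each group is not in the tables used. The coverage range quoted from the study above limits how unequal the depth could be, but it is not given by group. An effect of stress on CHH methylation remains open and was not tested, as no value per rat was used here.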

How the results depend on the processing

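No paired analysis was possible because the tables hold a single value per group, so the shared replicate numbers of CUMS and Ctrl could not be used, and fits that leave out a replicate were not run for the same reason. Random gene lists and the regions within the reference coordinates of Cacna1c were not run either, because coordinates of the assembly of the tables were not used here. Of 66 comparisons with an alternative over 10 results, 29 stayed the same, 35 moved, 1 lost its significance and 1 reversed. Counts were taken as moved when they changed by over 1.5 times. The same limit was used for the profile, which has no replicates, and on the log2 scale only the sign was compared. The alternatives of at least 10 percentage points, of the full list, of the CHG and CHH contexts for promoters and of stratification were chosen after the data were seen.

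Hypermethylated regions outnumbered hypomethylated ones under each of the 12 alternatives, with shares from 65.3% (full list) to 80.9% (at least 10 points). The numbers themselves moved from 18721 and 6148 to 1760 and 573 at 20 points or more, to 398 and 184 at 30 points, and to 6254 and 1478 at 10 points. They were 8937 and 2275 for regions of at least 200 bp, 9971 and 2463 for the part with the larger areaStat, and 105003 and 55689 in the full list. Single contexts gave 4682 and 1167 (CG), 6187 and 2833 (CHG), and 7852 and 2148 (CHH). The stricter settings keep fewer regions by construction.

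The odds ratio of hypomethylation in promoters against gene bodies stayed below 1 and significant in 7 of 9 alternatives, from 0.208 to 0.597. It was 0.809 and no longer significant in CHH regions (Fisher's exact p = 0.138), and reversed to 1.10 in CHG regions without significance (Fisher's exact p = 0.384). The cause was not tested.

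The gene body difference in CG level moved from 1.21 to 3.48 percentage points in the upstream flank and to 3.30 in the downstream flank, and the cause was not tested. In the CHG and CHH contexts no alternative moved the difference by over 1.5 times. The depth behind the levels is unknown, which leaves the precision of these small differences unknown as well.

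For Cacna1c, 8 hypermethylated regions and 1 hypomethylated region became 0 and 0 at 20 points, 1 and 0 at 10 points, 2 and 0 in the CG context, and 34 and 9 in the full list. The single hypomethylated region was therefore present only in settings that admit CHH regions of under 10 points. The 20 calcium channel genes with a region became 17 at 10 points, 10 with hypomethylated regions only, 7 at 20 points and 7 in promoters. The 5 junction genes became 2 with hypomethylated regions only, 1 at 20 points, 0 in promoters and 3 at 10 points. These settings keep a part of the regions by construction.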

Other observations

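The tests on promoters, on Cacna1c and on calcium channel genes below were chosen after the results were seen. The promoter counts in the report equal the values quoted from the study above. For gene bodies, counting each region once per feature and summing over 6 features gave 11948 hypermethylated and 2890 hypomethylated regions, against 8766 and 2551 with each region counted once. These counts hold for the regions as listed, from 2.00 percentage points. With the minimum difference of 10 points, promoters held 1006 hypermethylated and 57 hypomethylated regions, and the sums over gene body features were 4660 and 635. These are lower than the values quoted from the study above.

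The CG level was higher in CUMS over genes and flanks, and incomplete conversion in the CUMS libraries would raise it. Such a shift would raise the CHH level by a similar share of unmethylated cytosines. The CG rise that the CHH rise allows was 0.00696 percentage points in the gene body, where the observed rise was 1.21 points. Over the gene body and both flanks, the smallest ratio of observed to allowed rise was 174. This argues against incomplete conversion as the source of the CG difference. A different mixture of sorted cells in the groups was not tested, and with a single value per group a difference between individual rats cannot be excluded. An effect of stress stays open on the same terms.

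CG regions in CpG islands were nearly all hypermethylated, and a low starting level leaves little room to fall. Among CG regions with a mean level of 30% to 70% over both groups, 80.6% of 186 island regions and 67.3% of 1204 other regions were hypermethylated. The difference of 13.4 percentage points (Fisher's exact p = 0.000169) was above the 10 points set beforehand. Regions were grouped by the mean of both groups and not by the Ctrl level, and were not matched within this range. Whether the starting level accounts for the whole imbalance is therefore not settled. Most island regions (2838) had a mean level under 30%, and 98.98% of them were hypermethylated, compared with 66.8% of the 380 other regions at that level. At 70% or more, the shares were 54.2% of 59 island regions and 53.0% of 1182 others. The mixture of sorted cells and the stress itself were not separated by these data.

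Hypomethylated regions were rarer in promoters than in gene bodies, and CG regions make up a larger share of the regions in promoters. Stratified over the 3 contexts, the odds ratio was 0.597 (95% interval 0.518 to 0.688), against 0.435 without stratification. The mixture of contexts therefore accounts for a part of the difference and not for all of it. The stratified value pools CG regions, with an odds ratio of 0.208, and CHG regions, with 1.10, and does not describe each context. Regions were not matched on starting level, which was low in both kinds. The median Ctrl level of CG regions was 6.42% in promoters and 7.71% in gene bodies. Whether the starting level or stress underlies the remaining difference was not tested.

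The hypomethylated region of Cacna1c may be part of the background of CHH regions found throughout the genome. The stretch of the gene held 70.0 CHH regions of the full list per Mb, and chromosome 4 held 52.1 per Mb, a ratio of 1.34 that lies within the limit of 1.5 set for this test. In that stretch, 24.3% of CHH regions were hypomethylated, compared with 35.4% in the rest of the genome (Fisher's exact p = 0.173). Neither value sets the gene apart toward hypomethylation, and neither takes the score of the single region into account. This does not exclude an effect of stress on the single region, for which no value per rat was used here. The study itself tested hypomethylated sites of the gene with replicates. It also reported lower intron methylation by methylation-specific PCR in cultured endothelial cells treated with homocysteine. The hypomethylated region examined here is 233 bp long. The corrected fragment quoted from the study above has the same length and another position, while the stretch given before the correction contains the region. Whether the region and the fragment are the same DNA was not tested.

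Voltage-gated calcium channel genes carried few hypomethylated regions, which raised the question of a direction particular to these genes. Of their 55 regions, 11 were hypomethylated, compared with 22.0% of the regions in other genes (Fisher's exact p = 0.870). The direction in these genes was thus not distinguishable from that in other genes. Gene length was not matched, and whether the number of genes with a region exceeds that of other long genes was not tested.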
